A study of Mus musculus with 3 samples. Its data were reported in "Single cell analysis of transcriptome and open chromatin reveals the dynamics of hair follicle stem cell aging" (2023).

How the data were processed

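The deposited counts were peak by barcode matrices with the peaks called in each library, 1 library per age. Per the matrix headers they were written by Cell Ranger ATAC 2.0.0, and the submitters' processing notes name Cell Ranger ARC and Cell Ranger ATAC with the mouse genome mm10. Libraries were of the 10x single cell ATAC v1 type. By the study's methods the authors sequenced the P28 library again and joined the runs, and reanalysed the oldest library to take out low-quality cells. Values are transposase cut sites in peaks, of which 9.08%, 15.1% and 9.55% were odd at P28, 12 months and 24 months, so fragments were taken as the sum of cut sites divided by 2. Reads were not realigned and peaks were not called again. Cells between 3000 and 100000 fragments in peaks were kept, the part of the study's filter that a peak matrix can show. The filters on share of reads in peaks, blacklist, nucleosome signal and enrichment at gene starts were not applied, because they need fragment files. Doublets were not called, and instead the comparisons of depth, classes, feature regions and gene lists were repeated without the 5% deepest cells, for regions and gene lists as a choice made after the data had been seen. Few HF-SC-like cells were among the deepest, so this says little about doublets.

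Analyses ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, Scanpy 1.11.5, igraph 0.11.9 and matplotlib 3.10.9, at seed 1. Genes and sequence were those of GENCODE M21 and GRCm38, the build of the files, with 21911 genes annotated. Genes are given by their GENCODE M21 symbols, and listed symbols not found there were matched through RefSeq synonyms when exactly 1 gene fitted. Peak sets were compared by overlaps of at least 1 bp, and for equal depth each cell was thinned at random to 5000 cut sites. Peaks of all libraries were merged, and regions with a peak in each of the 3 libraries were used for comparisons between ages. Levels in a group of cells are summed cut sites, scaled to the total of that group in shared regions, and ratios are log2 ratios with a pseudocount of 0.1 CPM. Regions needed 20 and genes 200 cut sites over both libraries compared. Gene accessibility summed shared regions over the gene body and the 2 kb upstream. Medians of lists were set against 10000 random lists of the same size, drawn to match the members' mean level in 50 bins. Counting intervals of medians came from 500 Poisson redraws, and other intervals are exact 95% Poisson or binomial intervals. No model with replicates could be fitted.

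Each library was clustered on its own. Autosomal peaks open in at least 0.5% of cells were made binary, weighted by TF-IDF and reduced to 30 components by SVD. Component 1 was left out, because it followed the number of peaks per cell (correlation 0.991, 0.986 and 0.982), and each cell was scaled to unit length. A graph of 15 nearest neighbours was partitioned by the Leiden method at resolution 1, which gave 20, 22 and 21 clusters. Clusters were named from marker genes of 16 cell types fixed before the data were opened. The markers were Cd34, Krt15, Krt24, Lhx2, Sox9, Nfatc1, Lgr5, Postn, Tbx1, Foxc1, Dkk3 and Barx2 for HF-SCs, Fgf18, Krt75, Krt6a, Krt6b, Bmp6 and Timp3 for the inner bulge niche, and Shh, Lef1, Msx2, Hoxc13, Krt71, Dlx3, Dsg4, Edar, Ctsc and Krt35 for hair germ and matrix. Upper hair follicle was read from Krt79, Krt17, Lrig1, Lgr6, Plet1, Gata6, Cst6 and Defb6, sebaceous gland from Scd1, Scd3, Mgst1, Pparg, Fasn, Cidea, Far2, Elovl3 and Awat2, basal cells from Krt14, Krt5, Ly6a, Thbs1, Mt2, Sostdc1 and Fgfr3, and suprabasal cells from Krt1, Krt10, Sbsn, Krtdap, Lor, Grhl3, Flg and Ivl. Further lists served for fibroblasts, dermal papilla, T cells, myeloid and Langerhans cells, endothelium, mural and arrector pili muscle cells, melanocytes, Schwann cells and adipocytes. A cluster took the name of the type with the highest mean log2 fold of its markers over all other cells (pseudocount 5 CPM) if that mean reached 0.4 and at least 3 markers had a log2 fold of 0.5 and 20 CPM, and was left unnamed otherwise. The score and these floors were set after the cluster scores had been seen. They kept 1 cluster whose best type was HF-SC out of the class at 24 months (mean 0.31, 333 cells, 3.92% of the library) and none at P28 or 12 months. Another 24-month cluster (343 cells, 4.03%) was named inner bulge niche-like at 0.53, against 0.52 for HF-SC.

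The gene lists were also fixed beforehand, apart from the young and old feature genes and regions, which are the study's own lists from published bulk data. HF-SC identity held Cd34, Krt15, Krt24, Sox9, Lhx2, Nfatc1, Foxc1, Tcf7l1, Tcf7l2, Lgr5, Runx1, Tbx1, Nfib, Nfix, Barx2, Postn, Dkk3 and Gas1. Quiescence and BMP held Bmp2, Bmp4, Bmp6, Bmpr1a, Id1, Id2, Id3, Fgf18, Cdkn1a, Cdkn1b, Cdkn1c, Foxp1, Smad6, Smad7, Nfatc1, Foxc1, Lhx2, Sfrp1, Wif1 and Dkk3. Wnt, hedgehog and activation held Lef1, Axin2, Ctnnb1, Fzd2, Tcf7l2, Lgr5, Ccnd1, Ccnd2, Shh, Gli1, Gli2, Ptch1, Wnt10a, Wnt10b, Wnt3, Wnt4, Wnt7b, Myc, Sp5 and Nkd1, and so shared Lgr5 and Tcf7l2 with HF-SC identity. AP-1 held Fos, Fosb, Fosl1, Fosl2, Jun, Junb, Jund, Atf3, Batf and Maff. Adhesion and matrix held Itga6, Itgb1, Itgb4, Itga3, Itgb6, Col17a1, Col4a1, Col4a2, Col7a1, Lama3, Lama5, Lamb3, Cdh1, Cdh3, Npnt, Egfl6, Tnc, Postn, Thbs1, Dst and Fermt1. Antigen presentation and inflammation held B2m, H2-K1, H2-D1, H2-Q4, Psmb8, Psmb9, Tap1, Nlrc5, Irf1, Stat3, Nfkb1, Nfkbia, Tnfaip3, Cxcl1, Cxcl2, Ccl2, Ccl27a, Il1r1 and Icam1. Epidermal differentiation held Krt1, Krt10, Lor, Flg, Ivl, Sbsn, Krtdap, Grhl1, Grhl3, Klf4, Ovol1, Dsg1a, Dsc1, Cnfn and Spink5, and upper follicle and sebaceous held Krt79, Lrig1, Lgr6, Plet1, Gata6, Krt17, Cst6, Defb6, Scd1, Mgst1, Pparg, Elovl6, Fasn and Soat1. The adhesion and antigen presentation lists as measured each held 1 further member that is not reported here. Flg had no shared region. Named genes were the 4 members of each list furthest from P28 at 24 months, and the 8 genes at either end of all genes.

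Motifs were read as consensus sequences on both strands, AP-1 as TGASTCA, LHX2 as YAATTA, NFAT as TTTTCCA, E-box as CAGCTG, GATA as WGATAAS, SOX as CCWTTGT, RUNX as TGTGGTY, KLF as CCMCRCCC, CTCF as CCASYAGRKGGC, FOX as TGTTTAC, TEAD as GGAATGY, GRHL as AACYGGTT, ETS as MCGGAAGT, NFY as CCAATSR, NFI as TTGGCNNNNNGCCAA and CEBP as TTRCGCAA. Before the ages were compared, the measure was tested on Poisson counts drawn from the mean rates of the 3 libraries, at each library's own total, with 200 of 133740 regions set to log2 ratios of 1 or −1. It gave medians of 0.99 and −0.96 for 12 months over P28, 0.97 and −0.95 for 24 months over P28, and 0.98 and −0.91 for 24 over 12 months. Lists of changed regions fell at the 100th and 0th percentile, and lists of unchanged regions at the 49.2nd, 59.8th and 86.7th. A first version with a larger pseudocount shrank these ratios and was replaced before any ratio between ages was computed.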

Results

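Single-cell ATAC sequencing (scATACseq), which counts transposase cut sites in open chromatin cell by cell, was carried out on back skin of wildtype mice at postnatal day 28 (P28), 12 months and 24 months, with 1 library per age. The series addresses how the open chromatin of skin epithelium, and of hair follicle stem cells (HF-SCs) in particular, changes with age. HF-SCs are the cells of the follicle bulge that regrow the hair. The libraries held 6973, 9248 and 8984 barcodes at P28, 12 months and 24 months, of which 6774, 5370 and 8504 lay between 3000 and 100000 fragments in peaks, 20648 cells in all. Total cut sites in peaks over all barcodes were 393528145, 125402462 and 228517992. With 1 library per age no difference between ages has a replicate check, and no p-value is given. All intervals are 95% intervals for counting error only, exact Poisson or binomial unless stated otherwise. Sex, library and total cut sites in peaks differed along with age, and the hair cycle stage of these libraries was not used. The study describes the sequencing depth as similar, which peak matrices cannot show.

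Cells at P28 gave the most open chromatin fragments and the most peaks, and the library at 12 months gave the fewest of both. The median cell held 27415 fragments in peaks at P28, 7314 at 12 months and 11836 at 24 months, 3.75 times as many at P28 as at 12 months and 2.32 times as many as at 24 months. The 10th to 90th percentiles ran from 10640 to 47079, from 3598 to 22370 and from 5410 to 22857 fragments. HF-SC-like cells, defined further on, showed the same order, with medians of 23393, 5616 and 9679 fragments. The peak sets numbered 270875, 172155 and 222144 and covered 233, 149 and 191 Mb, with median widths of 882, 881 and 883 bp. Of the P28 peaks, 53.2% (53.0 to 53.3%) were overlapped by a peak at 12 months and 72.4% (72.2 to 72.5%) by a peak at 24 months. In the other direction 83.2% of the 12-month peaks and 88.1% of the 24-month peaks were overlapped at P28. Merging the sets gave 313636 regions, of which 133740 (42.6%) had a peak in all 3 libraries and are called shared regions below. Peaks were called in each library at its own depth, and 3878 barcodes at 12 months lay below 3000 fragments, so that without the fragment limits the P28 median was 7.05 times the 12-month one.

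Open peaks per cell were also counted at 1 depth, where the ages lay closer to each other. As sequenced, the median cell had cut sites in 20721 distinct peaks at P28, 6476 at 12 months and 10378 at 24 months. After each cell was thinned to 5000 cut sites the medians were 4463, 3776 and 4185, so that P28 cells had 1.18 times as many distinct peaks as 12-month cells and 1.07 times as many as 24-month cells. No cell was left out at that depth. At 5000 cut sites a cell can reach no more than 5000 distinct peaks, so ratios near 1 are partly set by the measure. Cut sites mostly come in pairs within a peak, since few values were odd. A shallower cell thinned to the same number keeps more of these pairs and so reaches fewer distinct peaks. Part of the excess at P28 may therefore come from its original depth, which thinning of cut sites cannot separate from more open chromatin. The ratios were larger at greater depth, from 1.10 and 1.04 at 3000 cut sites to 1.25 and 1.13 at 10000 cut sites, where 189, 1564 and 666 cells were too shallow to use. With values halved and cells thinned to 2500 fragments, a setting chosen after the data were seen, little of the excess was left, with medians of 2406, 2352 and 2402 and ratios of 1.02 and 1.002, although nearly every fragment then hit a new peak.

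**Figure D1:**
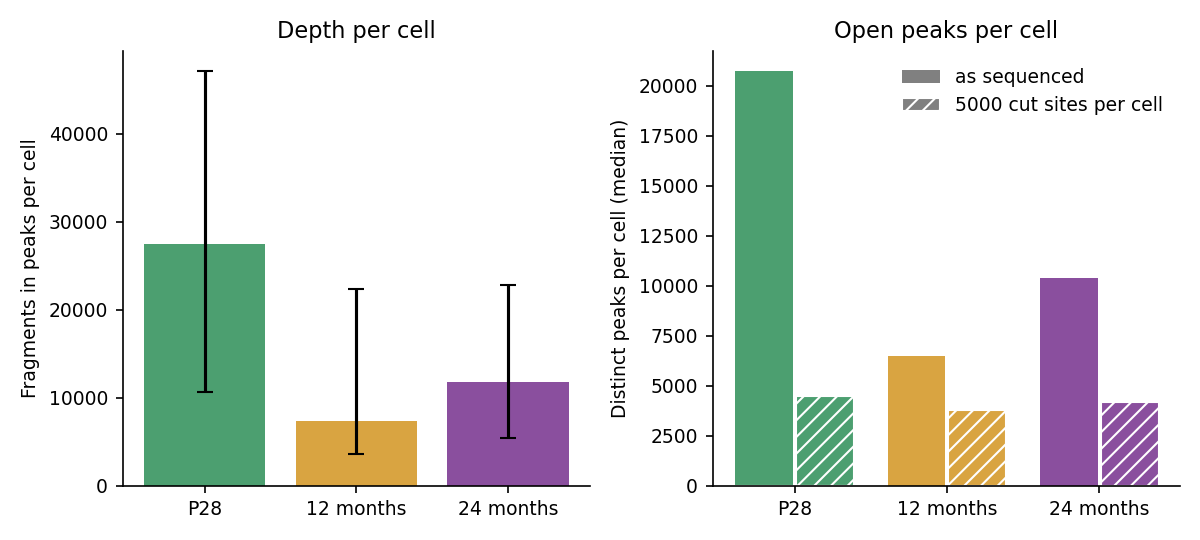
Left, median fragments in peaks per cell in each library, with lines from the 10th to the 90th percentile; right, median number of distinct peaks per cell as sequenced and after thinning to 5000 cut sites per cell (hatched). The medians of 20721, 6476 and 10378 peaks at P28, 12 months and 24 months lay at 4463, 3776 and 4185 after thinning.

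The Y chromosome separated the oldest library from the younger ones, whereas the share of the X chromosome did not. Peaks over the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y held 18845 cut sites at P28 (0.00484% of the cut sites of the kept cells, 0.00477 to 0.00491%) and 5595 at 12 months (0.00495%, 0.00482 to 0.00508%). No peak at 24 months covered any of these 4 genes. The whole Y chromosome took 0.0173%, 0.0215% and 0.0101% of cut sites at P28, 12 months and 24 months, and the X chromosome 1.37%, 1.47% and 1.48%. The study gives male for the younger libraries and female for the oldest, so that a difference between the oldest library and the others is also a difference between the sexes.

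Skin cell types were rebuilt by clustering each library and naming the clusters from fixed marker genes. HF-SC-like cells, named from Cd34, Krt15, Krt24, Lhx2, Sox9, Nfatc1, Lgr5, Postn, Tbx1, Foxc1, Dkk3 and Barx2, made up 2070 of 6774 cells at P28 (30.6%, 29.5 to 31.7%), 534 of 5370 at 12 months (9.94%, 9.16 to 10.8%) and 2568 of 8504 at 24 months (30.2%, 29.2 to 31.2%). Upper hair follicle-like cells were 6.17%, 8.36% and 13.1% of cells at P28, 12 months and 24 months, sebaceous gland-like cells 6.23%, 1.10% and 9.37%, and interfollicular suprabasal-like cells 6.26%, 14.3% and 5.91%. Interfollicular basal-like cells were 12.0% of cells at P28 and 30.7% at 12 months. At 24 months no cluster met the basal markers (0 of 8504 cells), and unnamed clusters held 2761 cells (32.5%), against 2561 (37.8%) at P28 and 474 (8.83%) at 12 months. Cells from outside the epithelium were named at 12 months as fibroblast-like (374), dermal papilla-like (403), myeloid and Langerhans-like (126), endothelium-like (81), T cell-like (57) and melanocyte-like (43) cells, at 24 months as fibroblast-like (340) and T cell-like (80) cells, and in no P28 cluster. Clusters with hair germ and matrix markers held 64 cells at P28 and 353 at 12 months, and 1 cluster of 343 cells at 24 months was inner bulge niche-like (4.03%). Hair germ-like and dermal papilla-like cells were not compared as classes, because at 12 months a cluster of each had a marker of another class among its leading genes and none of its own. Shares among bulge cells alone are not given, because at 12 months they would rest on the hair germ-like cluster.

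These shares also depend on how the cells were obtained. The labels describe dissociated whole back skin, and the study describes sorting of epidermal cells by a keratin reporter. For its RNA libraries it sorted epidermal and hair follicle cells to a set ratio. It states that the cell suspension for scATACseq was made in the same way. Shares of follicle against epidermal cells may therefore be set in part by sorting. The median cell also held 3.75 times as many fragments in peaks at P28 as at 12 months. The 12-month HF-SC-like share was 4.45% when the libraries were clustered jointly. The P28 share was 14.5% under a stricter naming floor that was chosen after the data were seen. Joint clusters mostly split by library. An HF-SC-like one held 917, 2 and 6 cells at P28, 12 months and 24 months. Another held 2, 8 and 1130, and the most mixed one 13, 195 and 439. Joint clustering thus did not apply 1 common definition of these cells across ages. Joint clustering also put upper hair follicle-like cells at 9.40%, 0.0745% and 7.07% of P28, 12-month and 24-month cells, another order than above, and at Leiden resolution 0.5 no P28 or 24-month cluster was suprabasal-like.

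**Figure D2:**
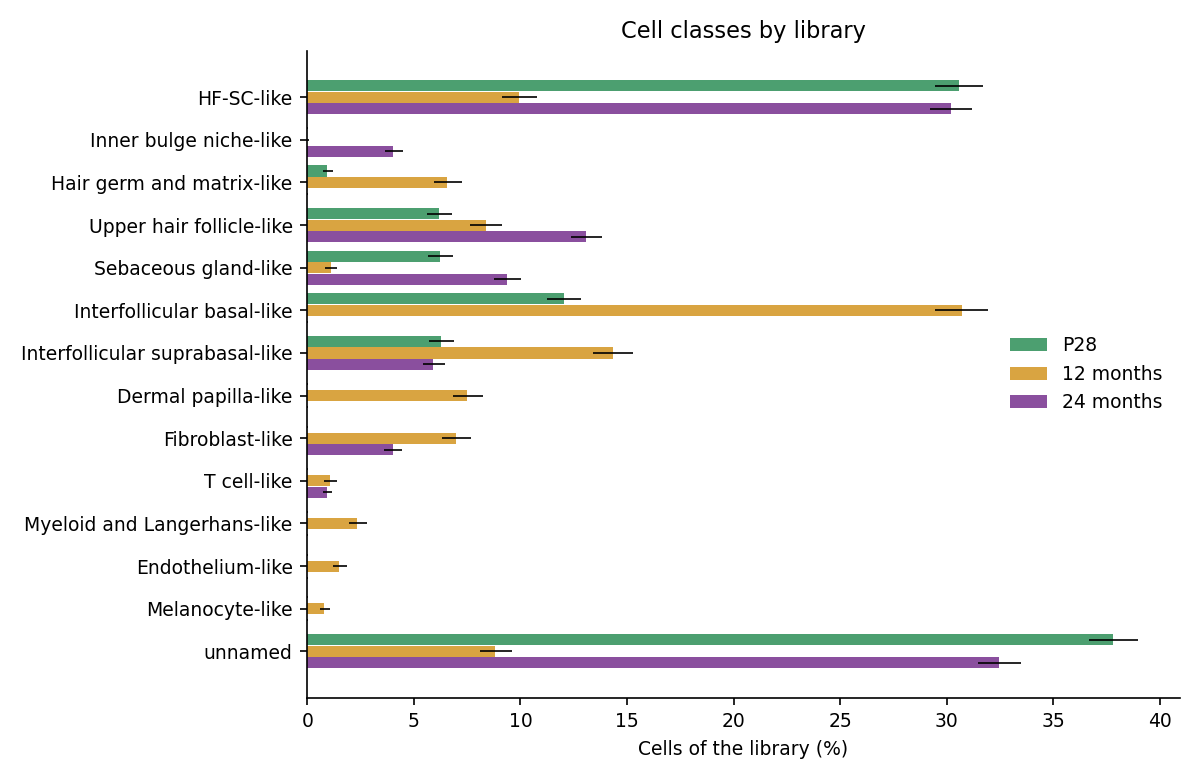
Share of the cells of each library in each named class and in unnamed clusters, in percent, with exact 95% binomial intervals as lines. HF-SC-like cells were 30.6% at P28, 9.94% at 12 months and 30.2% at 24 months, and basal-like cells were named at P28 and 12 months only.

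The next comparison asks whether regions known to open in old HF-SCs were more open in the older libraries, and whether this was particular to HF-SCs. The old feature regions are a list of 106 regions that the study took as more open in old HF-SCs from published bulk data, not from these libraries. They were more open at both older ages than at P28 in HF-SC-like cells, about equally so at 12 and 24 months when each library was clustered on its own. Levels are given as cut sites scaled to the total in shared regions (CPM). The old feature regions held 654 CPM in HF-SC-like cells at P28 (649 to 660), 1299 at 12 months (1272 to 1325) and 1463 at 24 months (1453 to 1474). In all other cells the levels were 390, 476 and 743 CPM, so that in every library they were higher in HF-SC-like cells. Of the 106 regions, 95 had a peak in all 3 libraries and mapped to 98 shared regions, of which 65.3% lay between genes and 7.14% at a gene start.

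Over these 98 regions the median log2 ratio in HF-SC-like cells was 1.30 for 12 months over P28 (1.19 to 1.36 from Poisson redraws) and 1.32 for 24 months over P28 (1.28 to 1.38). The median of all shared regions was itself shifted by −0.13 at 12 months and −0.36 at 24 months. Relative to it the old feature regions were at 1.43 and 1.69, above all 10000 random lists matched on level, with 90 and 92 of 98 regions above the median of all shared regions. Between 24 and 12 months they stood at 0.26 relative to all shared regions, inside the central 95% of random lists (27.9th percentile, 0.15 to 0.45). Sebaceous gland-like, upper hair follicle-like and suprabasal-like cells also had higher levels at 24 months than at P28, with relative medians of 0.96, 1.93 and 1.17, and 0.81, 0.15 and 0.24 at 12 months. The sebaceous gland-like value at 12 months rests on 59 cells. It was 0.54 when not set against all shared regions (0.03 to 0.55 from Poisson redraws). Of the 1112 upper hair follicle-like cells at 24 months, 472 were in a cluster led by Sulf1 and Lmcd1, a kind named HF-SC-like at the younger ages. All cells outside the HF-SC-like class, pooled, were at 1.25 at 24 months and 0.34 at 12 months, or 1.29 and 0.31 when not set against all shared regions.

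The region with the largest ratio lay between genes on chromosome 9 at 35904066 to 35905179 (mm10), 3244 bp from the start of 9230113P08Rik, and went from 0.346 CPM at P28 (0.235 to 0.491) to 5.34 at 12 months (3.78 to 7.34) and 13.6 at 24 months (12.6 to 14.6), a log2 ratio of 4.94 for 24 months over P28. A region in an intron of Abca16 on chromosome 7 (120486187 to 120487109) followed with 4.51. A pair of intergenic regions on chromosome 10, at 70824107 to 70825001 and 70716762 to 70717743, both nearest to Phyhipl, had log2 ratios of 4.35 and 4.30, and one on chromosome 9 at 25896129 to 25897177 had 4.11. All of these were also higher at 12 months than at P28, by log2 ratios between 2.23 and 3.61. Different clusters carried the class at each age: a cluster with Sulf1 and Lmcd1 among its 10 leading genes (a Sulf1 and Lmcd1 cluster) held 461 HF-SC-like cells (22.3%) at P28 and 230 (43.1%) at 12 months, whereas at 24 months the clusters with Sulf1 among their leading genes fell outside the class. With jointly clustered HF-SC-like cells the medians over P28 were 0.69 at 12 months and 1.18 at 24 months, and over all cells 0.33 and 1.24. Most of the joint HF-SC-like clusters were made up mainly of cells of 1 library.

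Young feature regions, listed by the study as more open in young HF-SCs in the same published data, were slightly less open at the older ages in HF-SC-like cells and in all other cells pooled. They held 2725 CPM in HF-SC-like cells at P28 (2714 to 2735), 2259 at 12 months (2224 to 2294) and 2145 at 24 months (2132 to 2158), and 2553, 2274 and 2344 CPM in all other cells. Median log2 ratios of HF-SC-like over other cells were 0.05 at P28, 0.05 at 12 months and −0.27 at 24 months (−0.30 to −0.22), against 1.03, 1.79 and 1.06 for the old feature regions. Relative to all shared regions, whose own median was −0.54 at 24 months, the young feature regions were at 0.16, 0.35 and 0.28 and the old ones at 1.14, 2.09 and 1.60, so the sign of the young ones at 24 months depended on the scaling. They were below the central 95% of random lists at 24 months (0.56 to 0.75) and inside it at P28 and 12 months (36.6th and 92.2nd percentile). Of the 141 listed regions, 140 had a peak in all 3 libraries, giving 152 shared regions, 41.4% between genes and 15.1% at a gene start. Their median log2 ratio in HF-SC-like cells was −0.27 for 12 months over P28 (−0.32 to −0.16) and −0.45 for 24 months over P28 (−0.49 to −0.39). Relative to all shared regions the medians were −0.14 and −0.09, with 71 and 72 of 152 regions above. The central 95% of random lists of the same level ran from 0.34 to 0.54 at 24 months and from −0.00 to 0.24 at 12 months. The young feature regions were below all or nearly all of 10000 lists (0th and 0.02nd percentile). Lists were matched on level and not on GC content. The median ratio of 24 months over P28 was −0.53 in the fifth of shared regions poorest in GC and −0.04 in the richest. The percentiles of this list therefore do not separate a loss of young feature regions from a difference in GC content. In sebaceous gland-like, upper hair follicle-like and suprabasal-like cells the relative medians of the young feature regions at 24 months over P28 were −0.18, 0.04 and −0.06. These lay at the 0.06th, 99.98th and 91.3rd percentile, so the upper hair follicle-like value stood above random lists. At 12 months the medians were 0.05, 0.04 and 0.03 (0.25th, 25.4th and 52.9th percentile).

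An intron of Pik3c2g on chromosome 6 (139600171 to 139600951) had a log2 ratio of −3.30 for 24 months over P28, and the region at the starts of the histone genes Hist1h2bf and Hist1h2ad on chromosome 13 (23573865 to 23574767) went from 23.6 to 2.48 CPM. Intergenic regions on chromosome 16 (5351960 to 5352892, nearest to Eef2kmt) and chromosome 1 (137898101 to 137898994, nearest to Ptprc) had log2 ratios of −3.16 and −3.12. The fifth of the regions furthest from P28 was higher at 24 months, on chromosome 6 at 91665099 to 91665998 near Slc6a6, with 2.15 CPM at P28 and 16.4 CPM at 24 months. Without the Sulf1 and Lmcd1 clusters, a setting chosen after the data were seen, the relative 12-month median was 0.03. When not set against all shared regions it was −0.26, and the list stayed below nearly all random lists (0.1st percentile).

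**Figure D3:**
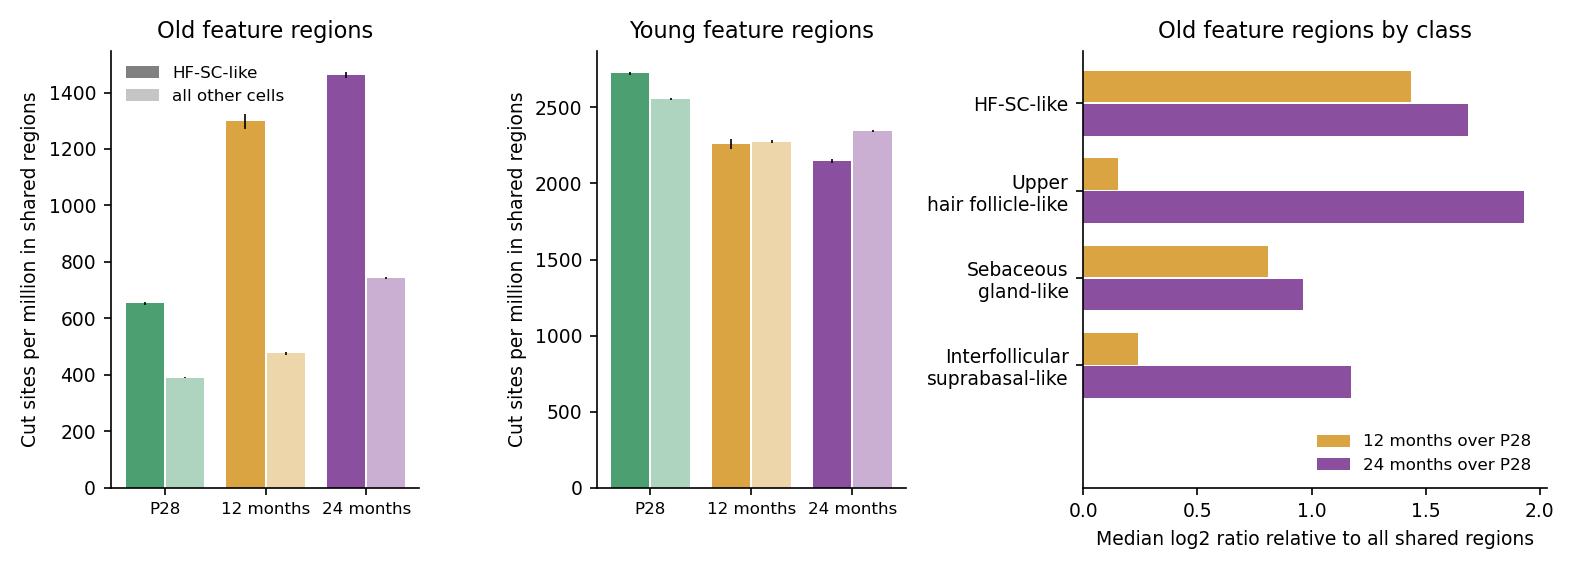
Left and middle, summed level of the old and the young feature regions in HF-SC-like cells (dark) and all other cells (pale), in CPM with exact 95% Poisson intervals; right, median log2 ratio of the old feature regions by class relative to all shared regions. In HF-SC-like cells the old feature regions went from 654 to 1299 and 1463 CPM and the young ones from 2725 to 2259 and 2145.

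Gene accessibility, the cut sites over a gene and the 2 kb upstream of it, was then compared in HF-SC-like cells to ask which programs differed with age. At 24 months genes of HF-SC identity, adhesion and quiescence were more accessible than at P28, and genes of epidermal differentiation and of the upper follicle and sebaceous gland were less accessible, but each of these lists fell inside the range of random lists (their central 95%) under at least 1 other setting, given below. Genes of HF-SC identity were at a median log2 ratio of 0.39 relative to all 15988 genes (99.98th percentile of matched random lists), with 17 of 18 above the median of all genes. Adhesion and matrix genes were at 0.30 (99.6th percentile, 20 of 22 above) and quiescence and BMP genes at 0.24 (98.5th percentile, 14 of 20 above). Epidermal differentiation genes were at −0.42 (1.09th percentile, 5 of 14 above) and upper follicle and sebaceous genes at −0.62 (0.32nd percentile, 3 of 14 above). The median of all genes was shifted by 0.01 only.

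Among HF-SC identity genes, Postn, a matrix protein gene (ENSMUSG00000027750.16, chromosome 3, 54361109 to 54391037), went from 19.7 CPM (18.8 to 20.7) at P28 to 43.4 CPM (41.6 to 45.3) at 24 months, and Cd34, a surface marker of the bulge (ENSMUSG00000016494.9, chromosome 1, 194938819 to 194961279), was at 27.9 CPM at P28 (26.8 to 29.0) and had a log2 ratio of 1.03. The bulge keratin Krt24 and the Wnt pathway receptor Lgr5 had log2 ratios of 0.75 and 0.70. Most genes of this list are also the markers that named the class, so their level in it is not independent of the naming, which was done the same way at each age. In the quiescence and BMP list, Sfrp1, a secreted Wnt inhibitor, Foxp1 and Lhx2, transcription factors of HF-SCs, had log2 ratios of 0.77, 0.73 and 0.65, whereas Bmp4, a secreted BMP ligand, was at 5.14 CPM at 24 months (4.53 to 5.82), a log2 ratio of −1.87. Nfatc1, Foxc1, Lhx2 and Dkk3 belong to both lists. Among adhesion and matrix genes, Postn was followed by Col7a1, the collagen of anchoring fibrils, with 0.96 and Egfl6, a basement membrane protein gene on the X chromosome, with 0.74, while Tnc, which encodes tenascin C, was at −0.63. With promoters alone, 1 kb either side of the gene start, HF-SC identity genes were at 0.09 (87.3rd percentile), adhesion genes at 0.14 and quiescence and BMP genes at 0.08 (83.0th percentile). Quiescence and BMP genes were also inside the range of random lists with jointly clustered cells (0.21, 96.3rd percentile) and without the Sulf1 and Lmcd1 clusters (0.22, 96.1st percentile), and adhesion genes with each library's own peaks (0.29, 97.3rd percentile).

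Of the upper follicle and sebaceous genes, the beta-defensin Defb6 (ENSMUSG00000050756.3, chromosome 8, 19225478 to 19228209) went from 10.7 CPM (10.0 to 11.4) at P28 to 0.738 CPM (0.517 to 1.02) at 24 months. Pparg, a nuclear receptor of lipid-forming cells, Krt79, a keratin of the upper follicle, and Soat1, which esterifies cholesterol, had log2 ratios of −2.73, −2.21 and −1.69. Of the epidermal differentiation genes, Ivl, a precursor of the cornified envelope (ENSMUSG00000049128.7, chromosome 3, 92570902 to 92573735), was at 10.4 CPM at P28 (9.73 to 11.1) and had a log2 ratio of −2.72. The suprabasal keratin Krt1, the transcription factor Grhl3 and loricrin (Lor) had log2 ratios of −1.72, −1.19 and −1.12. With promoters alone upper follicle and sebaceous genes were at −0.49 (2.82nd percentile) and epidermal differentiation genes at −0.06 (32.4th percentile), both inside the range of random lists. The epidermal differentiation list was also inside that range with jointly clustered HF-SC-like cells (−0.16, 12.9th percentile), with each library's own peaks (−0.39, 2.62nd) and without the Sulf1 and Lmcd1 clusters (−0.31, 2.88th). Markers of most other cell types were lower in the same cells at 24 months. Relative to all genes the marker medians were −1.32 for the sebaceous gland, −0.84 for suprabasal cells, −0.75 for myeloid and Langerhans cells, −0.69 for dermal papilla, −0.59 for endothelium, −0.57 for upper hair follicle, −0.46 for mural cells, −0.41 for hair germ and matrix and −0.28 for fibroblasts. They were 0.28 for the inner bulge niche, 0.37 for basal cells, 0.49 for HF-SCs and 0.62 for adipocytes. For T cells, melanocytes and Schwann cells the medians of −0.01 fell on markers without any cut site in shared regions in HF-SC-like cells at either age. Only shared regions were counted, so these medians do not show the level of those markers. Krt6b, Flg, Lyz2, Cdh5 and Sox17 likewise had no counted cut site and entered the medians of their lists as log2 ratios of 0. The upper hair follicle markers are all members of the upper follicle and sebaceous list.

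The remaining lists stayed inside the range of random lists at 24 months, apart from the young feature genes just above it, which were inside it with promoters alone (0.02, 77.0th percentile). Wnt, hedgehog and activation genes were at 0.05 (36.9th percentile, 12 of 20 above) while the members furthest from P28 had log2 ratios of −2.07 for the ligand gene Wnt3, −1.29 for the Wnt-responsive transcription factor Lef1, −1.15 for cyclin D2 (Ccnd2) and 0.70 for Lgr5. AP-1 genes were at 0.19 (83.5th percentile, 8 of 10 above), with 0.85 for Maff, 0.36 for Junb, 0.33 for Fos and −1.75 for Batf. Antigen presentation and inflammation genes were at 0.13 (88.5th percentile, 14 of 20 above), with 0.81 for the chemokine gene Ccl2, −1.93 for the chemokine gene Cxcl2, −0.97 for the interleukin receptor gene Il1r1 and −0.45 for Nlrc5, an activator of MHC class I genes. The young feature genes, taken by the study from published bulk RNA of young HF-SCs, were at 0.16 (98.8th percentile, 73 of 111 above), with −3.25 for Adamts19, −2.49 for Epb41l3, −1.58 for Cpa4 and 1.63 for Angptl7. The old feature genes from the same source were at 0.01 (14.1st percentile, 59 of 116 above), and the members furthest from P28, Akr1c18, Defb6, Krt79 and Ly6d, were lower at 24 months with log2 ratios of −3.73, −3.68, −2.21 and −2.03. Defb6 and Krt79 are also in the upper follicle and sebaceous list.

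At 12 months fewer lists stood apart from P28. Upper follicle and sebaceous genes were lower (−0.33, 0.27th percentile, 5 of 14 above), with −1.93 for Pparg and −0.68 for Soat1, but 0.56 for Defb6 and −0.09 for Krt79. Markers of the sebaceous gland were at −0.44 (1 of 9 above) and those of myeloid and Langerhans cells at −0.64, whereas those of the upper hair follicle were at 0.00424 (4 of 8 above), those of basal cells at 0.35 (6 of 7 above) and those of adipocytes at 1.03 (3 of 4 above). The old feature genes were higher (0.17, 100th percentile, 80 of 116 above), as were antigen presentation and inflammation genes (0.22, 98.2nd percentile, 16 of 20 above), among them Nlrc5 with 0.25 and Ccl2 with 0.22, but not Il1r1 with −0.70 and Cxcl2 with −1.30. AP-1 genes were at 0.26 (96.4th percentile, 9 of 10 above), with 0.78 for Fos. HF-SC identity genes were at 0.13 (85.7th percentile), Wnt, hedgehog and activation genes at 0.11 (82.8th), quiescence and BMP genes at 0.06 (53.5th), young feature genes at 0.04 (49.1st), epidermal differentiation genes at 0.01 (53.5th) and adhesion and matrix genes at −0.02 (18.9th). Between 12 and 24 months, upper follicle and sebaceous genes were lower at the older age (−0.77, 0.01st percentile), as were epidermal differentiation genes (−0.36, 1.35th), antigen presentation and inflammation genes (−0.20, 0.41st) and old feature genes (−0.10, 0.02nd). Adhesion and matrix genes (0.28, 98.9th) and quiescence and BMP genes (0.26, 98.9th) were higher.

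Several of these comparisons came out otherwise without the Sulf1 and Lmcd1 clusters, which held 22.3% of HF-SC-like cells at P28, 43.1% at 12 months and none at 24 months. The other settings were run for them after their results had been seen. Without the Sulf1 and Lmcd1 clusters, the old feature genes were inside the range of random lists at 12 months over P28 (0.08, 85.4th percentile) and at 24 over 12 months (0.04, 50.4th), as were antigen presentation and inflammation genes (0.18, 88.5th, and 0.09, 79.9th), and between 12 and 24 months also epidermal differentiation genes (0.00, 62.5th) and quiescence and BMP genes (0.18, 86.6th). HF-SC identity and AP-1 genes then stood above it at 12 months over P28 (0.28, 98.8th, and 0.38, 99.1st). Upper follicle and sebaceous genes stayed below it in both comparisons (−0.59, 0.06th, and −0.38, 0.49th), and between 12 and 24 months they did so under every setting. At 12 months over P28 they were inside it with promoters alone (−0.10, 38.7th) and with jointly clustered cells (−0.19, 3.93rd). With promoters alone antigen presentation genes at 12 months over P28 (0.14, 82.6th), and adhesion (0.20, 96.9th), quiescence (0.13, 89.5th) and epidermal differentiation genes (−0.11, 26.9th) at 24 over 12 months, were also inside it, as were the last 2 lists with each library's own peaks (0.25, 96.6th, and −0.19, 12.8th). In the other direction, HF-SC identity genes also stood above the range at 12 months over P28 with promoters alone (0.34, 99.95th). AP-1 genes did so with each library's own peaks (0.36, 99.4th). At 24 over 12 months, own peaks put HF-SC identity genes (0.36, 99.15th) and young feature genes (0.20, 99.07th) above it. With promoters alone HF-SC identity genes were at −0.11 in that comparison (11.8th). The 534 HF-SC-like cells at 12 months gave 7110041 cut sites in shared regions, against 89642440 at P28 and 48792647 at 24 months, so single genes were measured least precisely at 12 months.

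**Figure D4:**
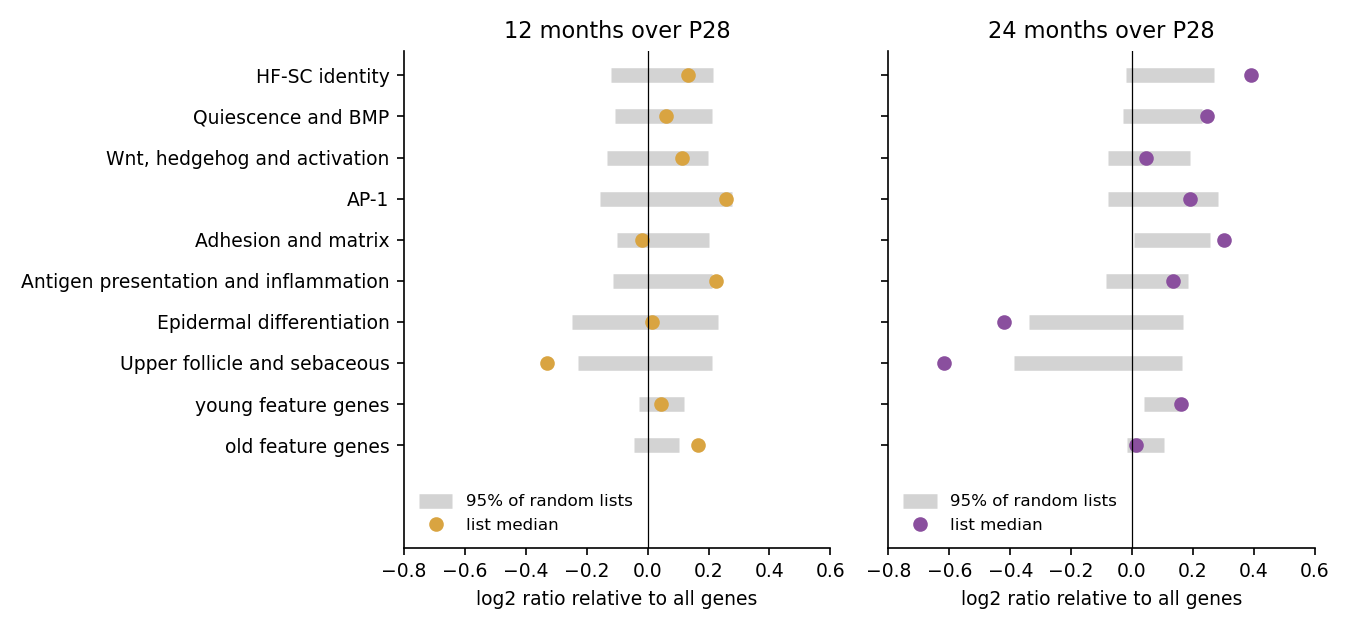
Median log2 ratio of gene accessibility in HF-SC-like cells for each gene list, relative to all genes, at 12 months (left) and 24 months (right) over P28, with the central 95% of 10000 random lists of the same size and level as grey bars. At 24 months HF-SC identity genes lay at 0.39 and upper follicle and sebaceous genes at −0.62, both outside the grey bars.

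Over all genes outside X and Y with at least 200 cut sites at P28 and 24 months combined, and with the same direction at 12 months, the largest ratio of 24 months over P28 was at Abca16, an ABC transporter gene (ENSMUSG00000051900.12), from 0.480 CPM (0.347 to 0.646) to 13.1 CPM (12.1 to 14.1). It rests on 1 region, the intronic old feature region named before. Gm21958 (log2 ratio 3.37) and Hrasls (7.98-fold) followed, then Dcstamp, Cck, which encodes the peptide hormone cholecystokinin, Gm765, Igll1 and C1ql3 with log2 ratios of 2.88, 2.76, 2.68, 2.58 and 2.43. At 12 months Dcstamp, Igll1 and Gm765 had ratios above those at 24 months, at 3.22, 3.14 and 3.12, whereas Cck was at 0.42. The smallest ratios were at Klk7, a serine protease gene of the shedding epidermis, with 422 cut sites at P28 and 3 at 24 months (ratio of levels 0.0131, 0.00268 to 0.0384), and at Prr15 with a log2 ratio of −4.41. The kallikrein Klk6, the overlapping genes Cmtm2a and Gm45711, which share the same cut sites, Ubash3a, the serine protease Prss30 and Spesp1 had log2 ratios between −4.24 and −3.97. Cmtm2a had no cut site at 12 months, a ratio of levels of 0 over P28 (0 to 0.128). With a floor of 3 cut sites in its place, the level was 9.68-fold lower than at P28. Klk7 and Ubash3a were among the leading genes of the upper hair follicle-like cluster at P28.

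Sequence motifs were compared between the 1000 shared regions with the largest and the 1000 with the smallest ratio of 24 months over P28 in HF-SC-like cells, to ask which transcription factor families go with more and less open regions. Regions lower at 24 months carried the AP-1 motif more often, and those higher at 24 months less often, than the 132487 regions that could have been chosen. Motifs of NFAT, TEAD and RUNX were more frequent in regions higher at 24 months. The LHX2 motif was more frequent on both sides. The AP-1 motif was in 52.4% of lower regions (49.3 to 55.5%), 22.8% of higher regions (20.2 to 25.5%) and 31.0% of all regions. The NFAT motif was in 36.4% of higher regions (33.4 to 39.5%), against 23.0% of lower and 24.0% of all regions, the TEAD motif in 35.5% of higher (32.5 to 38.6%), 23.7% of lower and 25.1% of all regions, and the RUNX motif in 40.0% of higher (36.9 to 43.1%), 33.3% of lower and 32.5% of all regions. LHX2 motifs were in 55.3% of higher (52.2 to 58.4%) and 55.0% of lower regions (51.9 to 58.1%) against 42.7% of all regions, a ratio that was 1.10 and 1.11 against regions of the same GC content. CTCF sites, which mark domain borders open in most cells, were in 0.5% of higher and 0.6% of lower regions, against 4.52% of all regions.

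The median log2 ratios of these sets were 2.57 and −4.10 at 24 months. For 20 of 32 pairs of motif and side the interval excluded the share among all regions, and for 15 of 32 against regions matched on GC content. Of the 20 pairs, GATA and KLF in the regions higher at 24 months (36.4% and 31.3%) crossed to the other side of their GC-matched background, with ratios of 0.997 and 1.01. Among the 98 old feature regions, the SOX motif was in 41.8% (31.9 to 52.2%, 29.4% of all regions) and the TEAD motif in 36.7% (27.2 to 47.1%, 25.1% of all). Intervals of other motifs included the share among all regions. These were E-box with 53.1% (42.7 to 63.2%, 44.1% of all), LHX2 with 52.0% (41.7 to 62.2%, 42.7% of all) and AP-1 with 22.4% (14.6 to 32.0%, 31.0% of all). Among the young feature regions, 45.4% of 152 held the AP-1 motif (37.3 to 53.7%), above the share among all regions. The LHX2 motif was in 76 of them (41.8 to 58.2%), an interval that included the share among all regions. Regions were chosen on these libraries, 1 per age, and a motif does not show which member of a family bound. Regions specific to sebaceous gland-like, upper hair follicle-like and suprabasal-like cells were also lower in HF-SC-like cells at 24 months. Relative to all cells they were at 0.52, 0.57 and 0.42 at P28 and at 0.25, 0.40 and 0.22 at 24 months. Whether fragments of other cells in the P28 barcodes made the motif shares of the lower regions was not tested.

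**Figure D5:**
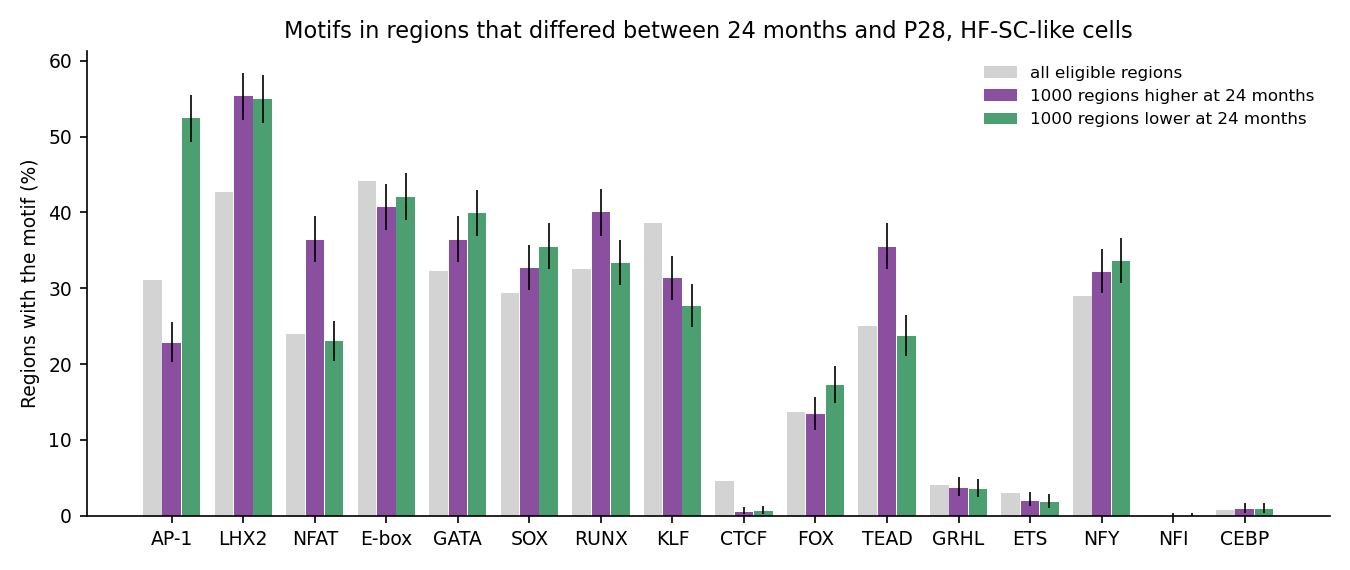
Share of regions with each motif among all eligible shared regions and the 1000 regions higher or lower at 24 months than at P28 in HF-SC-like cells, in percent, with exact 95% binomial intervals as lines. The AP-1 motif was in 52.4% of lower and 22.8% of higher regions, against 31.0% of all regions.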

Values the study reported

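The study reported about 20,492 cells sequenced over all samples, with 6,784 cells at P28, 5,263 at 12 months and 8,445 at 24 months left after filtering. Its filters kept cells with 3,000 to 100,000 fragments in peaks, over 40% of reads in peaks and a blacklist ratio under 0.025. It gave about 20 K fragments in peaks per cell at P28 and about 10 K at both 12 and 24 months, at a sequencing saturation between 63.6% and 64.1%. It described the sequencing depth of these libraries as similar. From a peak call on pooled cells of each sample it counted 178,454 peaks at P28, 111,246 at 12 months and 145,689 at 24 months.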

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

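The test of a whole-library shift at 12 months and the count of old feature regions above all shared regions were chosen as tests after their results were seen, and the settings without the Sulf1 and Lmcd1 clusters and without the deepest cells were chosen after the data had been seen. Peaks on sequence outside the assembled chromosomes, which no comparison used, held 0.135% of cut sites at P28 (62 peaks), 0.127% at 12 months (84 peaks) and 0.188% at 24 months (56 peaks).

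The P28 library had more peaks than the older libraries, 270875 against 172155 at 12 months and 222144 at 24 months. Library depth here means the total of cut sites in peaks, and the study describes the sequencing depth as similar. If library depth made this difference, fewer than 50% of the P28 peaks missing from an older library would reach the level of its weakest peaks once scaled to its total. At 12 months 40.8% of 126901 missing peaks reached that level (81 cut sites), below that bound, which was fixed beforehand, and only 36.3% of P28 peaks just above this level had a peak at 12 months, so that depth may account for the lower number. At 24 months 68.1% of 74874 missing peaks did so (80 cut sites), but reaching so low a level proved no sign that a peak would be called, because only 41.4% of P28 peaks just above this level had a peak at 24 months and only 23.7% of the missing ones reached the lower quartile of its peaks (152 cut sites). Depth and less open chromatin therefore could not be told apart at 24 months, and age and hair cycle stage, and sex at 24 months, were not tested.

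The old feature regions were more open in HF-SC-like cells of both older libraries. A few regions did not make the 24-month difference, since 93.9% of the 98 regions (87.1 to 97.7%) lay above the median of all shared regions, whereas leaving out 10 regions could not have brought the median to 0 and decides nothing (1.62 for the 88 left). The Sulf1 and Lmcd1 clusters did not make it either, since without them the relative median was 0.937 of its value. A shift of the whole library would appear in other cells too. At 12 months the relative ratio in other cells was 0.235 of that in HF-SC-like cells, which speaks against it for these cells pooled. By class, upper hair follicle-like and suprabasal-like cells were at 0.15 and 0.24 at 12 months, but the 59 sebaceous gland-like cells at 0.81. At 24 months the ratio of pooled cells was 0.742, between the bounds of 0.5 and 0.75 fixed beforehand, where a shift may be present. When not set against all shared regions, the medians were 1.29 in pooled and 1.32 in HF-SC-like cells. The pooled 24-month cells included a Sulf1 and Lmcd1 cluster of 472 cells, a kind inside the HF-SC-like class at P28. They also included clusters of 333 and 343 cells that scored best or nearly best as HF-SC. These may raise the pooled ratio, but sebaceous gland-like and suprabasal-like cells, without such clusters, were at 0.96 and 1.17 at 24 months. Age and hair cycle stage remain possible and were not tested, as does sex at 24 months but not at 12 months, where Y-linked genes were covered as at P28.

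Upper follicle and sebaceous genes such as Defb6, Pparg and Krt79 were less accessible in HF-SC-like cells at 24 months than at P28. The Sulf1 and Lmcd1 clusters did not make the difference, since without them the list median was 0.987 of its value. Doublets stay open, because leaving out the deepest cells took only 44 of 2070 HF-SC-like cells at P28 and 20 of 2568 at 24 months and moved no gene list (0.988 of the value). Fragments of other cells in the P28 barcodes could still do so, because the level of the list relative to all cells was 0.969 at P28 and 0.864 at 24 months, an excess of 0.104, only 0.249 of the largest share such fragments could have (0.419). Age, sex and hair cycle stage were not tested.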

How the results depend on the processing

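The settings with 2500 fragments, with other naming floors, without the Sulf1 and Lmcd1 clusters, and with matching on GC and width were chosen after the data had been seen. No paired analysis was possible because the ages came from different mice. A value counts as kept if it lay inside the counting interval of the first value, which can be wide for rare motifs, within 1% for ratios of medians over cells, or within 1.5 times for the number of motifs away from background. Of 257 values under other settings, 49 that bear on a main comparison were kept and 49 moved, while of the others 123 were kept, 33 moved and 3 that had stood apart from their background changed direction, and the cause was not tested. The gene lists of 12 months over P28 and of 24 over 12 months, run under the same settings after their results had been seen, are not among these 257. With all barcodes the fragments per cell at P28 were 7.05 times those at 12 months and 2.36 times those at 24 months, without the 5% deepest cells 3.82 times those at 12 months, and with counts not halved 5.04 and 2.25 times. Of the P28 peaks, 51.6% and 71.3% were overlapped at 12 and 24 months at 50% reciprocal overlap, and 77.5% and 84.6% among the 100000 strongest peaks. Distinct peaks per cell, P28 over 12 and over 24 months, were 1.10 and 1.04 at 3000 cut sites, 1.25 and 1.13 at 10000, 1.02 and 1.002 at 2500 fragments, where nearly every fragment hit a new peak, and 1.21 at 12 months with all barcodes. The HF-SC-like share was 10.8% at 12 months and 34.9% at 24 months at resolution 0.5, 14.2% and 35.6% at resolution 2, 27.4% at P28 and 35.8% at 24 months without the deepest cells, and 31.9%, 4.45% and 43.5% at P28, 12 and 24 months in joint clustering. It was 34.1% at 24 months at a naming floor of 0.25, and 14.5% at P28 and 26.2% at 24 months at a floor of 0.6. The median of the old feature regions at 24 and 12 months over P28 was 1.18 and 0.69 in joint clustering, 1.24 and 0.33 over all cells, 1.24 and 1.46 without the Sulf1 and Lmcd1 clusters, 1.69 and 1.43 when centred on all shared regions, and 1.46 and 1.45 with each library's own peaks and missing peaks as 0. At 24 months it was 1.24 with cells thinned to 5000 cut sites, and at 12 months 1.43 when scaled to own peaks. Young feature regions at 24 months were at −0.36 in joint clustering, −0.21 over all cells, −0.53 at a floor of 0.6 and −0.0851 when centred. At 12 months they were at −0.15 when scaled to own peaks, −0.14 when centred and −0.14 with missing peaks as 0. HF-SC identity genes at 24 months were at 0.0861 with promoters only and 0.46 without the Sulf1 and Lmcd1 clusters. In regions higher at 24 months the GATA motif had a ratio of 0.997 against GC-matched regions and 0.983 against GC- and width-matched ones, and KLF 1.01 against GC-matched ones. Values that had not stood apart from their background also crossed it, among them the Wnt list with promoters only (−0.04) and the E-box and RUNX motifs in regions lower at 24 months (1.02 and 0.963 against GC-matched ones).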

Other observations

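The values by class, by GC content and by width in this part were computed after the main comparisons had been seen. Upper hair follicle-like cells at 24 months shared part of the pattern of HF-SC-like cells. Relative to all genes their medians for 24 months over P28 were 0.58 for adhesion and matrix genes (100th percentile, 20 of 22 above), 0.38 for HF-SC identity genes and 0.24 for Wnt, hedgehog and activation genes, and −0.30 for epidermal differentiation and −0.24 for upper follicle and sebaceous genes. The 24-month class included a cluster of 472 cells with Sulf1 and Lmcd1 among its leading genes, as in HF-SC-like clusters at the younger ages. Sebaceous gland-like cells were at 0.21 for HF-SC identity genes (99.4th percentile) and −0.16 for upper follicle and sebaceous genes (0.18th percentile). Suprabasal-like cells were at 0.27 for adhesion and matrix genes (18 of 21 above) and −0.13 for epidermal differentiation genes (5.45th percentile). The old feature genes, level with other genes in HF-SC-like cells at 24 months, were at 0.10 in both upper hair follicle-like and sebaceous gland-like cells (99.9th percentile in each), but at −0.04 in suprabasal-like cells (4.17th percentile).

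Regions with a peak in only part of the libraries were most frequent for P28. P28 alone had 66468 of the merged regions (21.2%), 12 months alone 20542 (6.55%) and 24 months alone 17896 (5.71%), and 59187 (18.9%) had a peak at P28 and 24 months but not at 12 months. In HF-SC-like cells the log2 ratio of 24 months over P28 went with GC content, with medians of −0.53, −0.56, −0.48, −0.35 and −0.04 from the fifth of shared regions poorest in GC to the richest.

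The peak sets used here held 270875 peaks at P28. That is more than the study counted from its separate pooled peak call. The 12-month set held 172155 peaks. This too is more than the study's pooled call gave for that age. At 24 months the set held 222144 peaks. The study's pooled call gave fewer there as well.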
